A study of Mus musculus with 3 samples. Its data were reported in "Thymic epithelial organoids mediate T-cell development" (2024).

How the data were processed

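Gene expression, T cell receptor (TCR) and hashtag libraries were made from 1 lane of droplet-based single-cell RNA sequencing. The lane held cells of 2 pools on culture day 13. The ORFTOC pool came from reaggregates of thymic epithelial cells (TECs) grown as organoids, fetal thymus cells depleted of epithelium and mouse embryonic fibroblasts. The FTOC pool came from intact fetal thymic lobes. In each pool 2 cultures were mixed before an antibody carrying an oligonucleotide barcode (hashtag) was added, so the cultures of a pool could not be told apart.

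The authors aligned the reads to the mouse genome with Cell Ranger, per their methods. The deposited gene matrix held unfiltered counts of unique molecular identifiers (UMIs) for every barcode, and its last lines held the hashtag counts. The deposited hashtag table gave names only, per the labels: HTO_1 marked FTOC and HTO_2 marked ORFTOC. The deposited contig lists gave counts of UMIs and reads behind each assembled TCR contig. Each entry of the filtered list was marked as productive, full length and high confidence in a called cell. The header of the matrix named another major version of Cell Ranger than the study's methods. Whether the counts depend on the version was not tested. No genome coordinates were used.

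Cells were kept with at least 600 genes detected and 0.4 to 10% of UMIs from mitochondrial genes, as in the study. Hashtags were assigned with HTODemux in Seurat 5.3.0 on centred log-ratio values, with a positive quantile of 0.99. Doublets within a pool were removed by a reimplementation of the neighbour rule that the study used, since the package that holds it was not installed. For each cell the share of known doublets between pools was counted among its 50 nearest neighbours in 50 principal components. The cells with the highest shares were removed, as many as the pool sizes predicted. Counts were normalised with SCTransform (sctransform 0.4.2), with cell cycle scores regressed out, and 18 principal components were used for clustering. The resolution was 0.4 for all cells and for epithelial cells and 1 for immune cells. R 4.3.3, Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 were used.

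Clusters were named from marker gene lists fixed before the data were examined. A cluster took the class with the highest mean log2 fold of its markers over the clusters of other classes, with a pseudocount of 10 UMIs per 1000000 (CPM). For this at least 3 markers had to be detected in 5% of its cells. A cluster stayed unnamed when none of its own markers was among its 10 leading genes, when another class held more of them, or when the scores of 2 classes lay within 0.25. Only genes detected in 10% of the cluster's cells could lead. The limits of this rule were set after the leading genes of the clusters had been seen. In all, 4 versions were tried and version 3 was kept. Versions up to the third were set before the share of each pool in the clusters had been seen. The last was tried after that, was withdrawn, and is kept as an added alternative in which ties leave a cluster unnamed.

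UMIs were summed over the cells of a pool and scaled to CPM, with exact Poisson intervals. Ratios of ORFTOC over FTOC used these sums, with a count under 3 set to 3. Shares carry 95% Clopper-Pearson intervals. Each pool was 1 sample, so no test between pools was made and no p-value is given. All intervals cover counting error only and say nothing about the spread between cultures. Intervals on summed UMIs take each UMI as independent, though the UMIs of a cell are not, so they can be too narrow. Depth is given as the median UMIs per cell. Shares of cells with a UMI were also computed with cells thinned to 1000 UMIs.

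Genes were named by a rule fixed before the data were examined: a list per compartment, and in each compartment the 5 genes with the largest and the 5 with the smallest ratio among those with at least 100 CPM in the higher pool. For TCR V genes, the 5 most used of each chain over both pools were named. Leading genes of clusters, and the genes named from further lists, fall outside this rule and were chosen after their values had been seen. A cell counted as TRB positive with 1 productive TRB chain, and as TRB and TRA positive with 1 TRB and 1 or 2 TRA chains, as the study counted. A chain was taken as repeated when the same V gene, J gene and junction sequence were found in more than 1 cell of a pool. Further gene lists for innate lymphoid cells of types 2 and 3, low oxygen, dissociation stress and parathyroid cells were written after the leading genes of the clusters had been seen, leaving out only some of the leading genes already seen. The parathyroid list kept Pth and Chga. The dissociation stress list kept Fosb and Dusp1, which led immune cluster 9. The ILC3-type list left out leading genes of cluster 4, the cluster tested, but held Il1r1 and Il23r, which led cluster 19, and Il17re, which led cluster 14. Of the 9 genes of the ILC3-type list, 4 were also markers of an immune class, as was 1 of 9 genes of the ILC2-type list and 1 of 10 genes of the dissociation stress list.

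The ratios were tested on simulated data, with the summed counts of each compartment redrawn after 200 genes had been changed by known factors in the comparison of ORFTOC over FTOC. In epithelial cells, over 9109 genes, 95.5% of the intervals held the true ratio, and 100% of the changed genes had the right direction. In mesenchymal cells, over 8532 genes, these values were 96.0% and 99%. The counts were redrawn from Poisson distributions, which the intervals also assume, so coverage near 95% was set in advance. Variation between cells was not simulated, so this tests the computation only. The neighbour rule was tested on 4500 simulated cells. It called 100% of hidden doublets of unlike types, 3.57% of hidden doublets of 1 type and 2.35% of single cells. The simulated types were well separated, and each doublet was the plain mean of its cells. Cells of unequal depth were not simulated, so the share of doublets found in the data may be lower.

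The alternatives were at least 1000 genes, a mitochondrial share up to 5%, a hashtag rule by ratio (at least 80% of at least 10 hashtag UMIs), within-pool doublets kept, log-normalised counts, no cell cycle regression, 30 principal components, higher resolution (0.8, and 3 for immune cells) and removal of cells with a UMI of a marker of another compartment. For genes they were also the mean of each cell's CPM and subtraction of the profile of barcodes under 100 UMIs. For TCR chains they were any number of productive chains and contigs with at least 3 UMIs. Naming every cluster by its best-scoring class, and naming clusters without the genes compared between thymocyte classes, were added after the results had been seen. Doublet calls by Scrublet (scanpy 1.11.5) were planned and gave 0 calls, so this alternative was left out. The alignment to a published atlas was not repeated here.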

Results

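The gene expression matrix held 705161 barcodes and 103984163 UMIs. At least 600 genes were detected in 10910 barcodes, of which 10245 also passed the mitochondrial limits. Hashtags marked 8983 of these as single cells, 590 as doublets between pools and 672 as negative. After 591 further doublets had been removed within pools, 8392 cells remained. The ORFTOC pool held 4256 cells (42843244 UMIs, median 8006 UMIs per cell). The FTOC pool held 4136 cells (29236955 UMIs, median 4956 UMIs per cell). The filtered TCR list held 7227 contigs, of which 4830 were of the β chain (TRB) and 2397 of the α chain (TRA), in 4649 barcodes. Of these barcodes, 3909 were among the 8392 cells. Each pool was a single sample of 2 mixed cultures, so the comparisons below have no replicates, and their intervals (95%, Clopper-Pearson for shares and exact Poisson for counts) cover counting error only.

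The study asked whether reaggregates with organoid-derived TECs hold the cell types of cultured thymic lobes. ORFTOC cells made up 50.7% of all assigned cells (interval 49.6 to 51.8). This share was the reference for each population, and the hashtag rule by ratio moved it most, to 55.9%. Clustering gave an epithelial, an immune and a mesenchymal compartment. In the epithelial compartment 1219 of 2172 cells came from ORFTOC, or 56.1% (54.0 to 58.2). In the immune compartment 2833 of 5961 cells did, or 47.5% (46.3 to 48.8). In the mesenchymal compartment 204 of 259 cells did, or 78.8% (73.3 to 83.6). Mesenchymal cells were thus 4.79% of ORFTOC cells and 1.33% of FTOC cells.

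The epithelial cells formed 8 clusters, and cells of both pools were present in each. Of the 298 cells named cortical TECs (cTECs), 88.3% came from ORFTOC (84.0 to 91.7). Under log-normalised counts the cTEC share was 45.3%, on the other side of the reference. Of the 294 cells named early medullary TECs (early mTECs), 65.6% came from ORFTOC (59.9 to 71.1), a share that moved under most alternatives and fell to 41.9% when every cluster was named by its best-scoring class. The ORFTOC share was 77.0% of 444 airway-like cells (72.8 to 80.9) and 84.0% of 25 tuft-like cells (63.9 to 95.5). It was 36.8% of 95 Aire mTECs (27.2 to 47.4). The other clusters met no class rule and were left unnamed. Cluster 1, led by Cxcl14 and Lgals1, held 659 cells with an ORFTOC share of 43.9% (40.0 to 47.7). Cluster 3, led by Aqp3 and Igfbp2, held 316 cells with the lowest ORFTOC share of the epithelial clusters, 15.8% (12.0 to 20.3). Cluster 7, led by Nupr1 and Foxi1, held 41 cells with an ORFTOC share of 63.4% (46.9 to 77.9), an interval that held the reference.

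**Figure D1:**
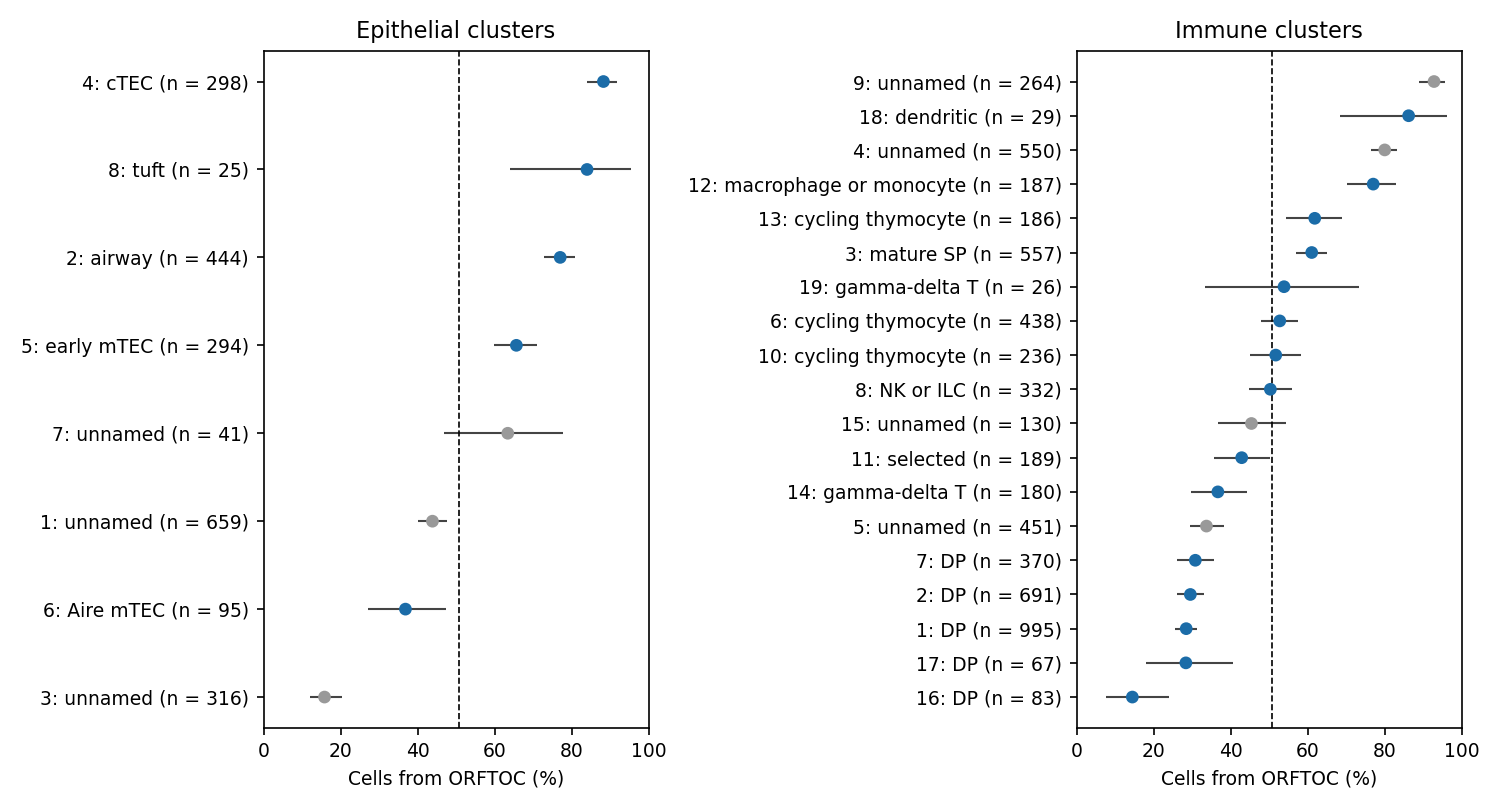
Each point gives the percent of a cluster's cells that came from ORFTOC, with its 95% Clopper-Pearson interval, for epithelial clusters (left) and immune clusters (right); grey points are unnamed clusters, and the dashed line is the share in all assigned cells (50.7%). Epithelial shares ran from 15.8% in cluster 3 to 88.3% in cluster 4, and immune shares from 14.5% in cluster 16 to 92.8% in cluster 9.

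Immune cells formed 19 clusters, again with cells of both pools in each. CD4 and CD8 double-positive (DP) cells were the largest class, with 2206 cells. They were 22.3% of ORFTOC immune cells (20.8 to 23.9) and 50.3% of FTOC immune cells (48.6 to 52.1), and 28.6% of them came from ORFTOC. Over the alternatives the DP share moved most under the hashtag rule by ratio, to 31.9%. Cycling thymocytes numbered 860, of which 54.4% came from ORFTOC (51.0 to 57.8). With 30 principal components this share was 47.3%, below the reference. Of the 189 cells named selected, 42.9% came from ORFTOC (35.7 to 50.2). Of the 557 mature single-positive (SP) cells, 61.0% did (56.9 to 65.1), against 43.7% under log-normalised counts, below the reference. The ORFTOC share was 38.8% of 206 γδ T cells (32.1 to 45.9) and 75.0% when every cluster was named. This class joined cluster 14 (180 cells, 36.7% from ORFTOC, 29.6 to 44.2) and cluster 19 (26 cells, 53.8%, 33.4 to 73.4), whose leading genes Chad, Il22 and Igfbp7 also led the unnamed cluster 4. Of the 332 cells named natural killer or innate lymphoid, 50.3% came from ORFTOC (44.8 to 55.8), which did not differ detectably from the reference. Macrophages or monocytes numbered 187, with an ORFTOC share of 77.0% (70.3 to 82.8). Dendritic cells numbered 29, with a share of 86.2% (68.3 to 96.1).

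Among unnamed immune clusters, cluster 4 (550 cells, led by Chad, Igfbp7 and Il22) had an ORFTOC share of 80% (76.4 to 83.3). Cluster 9 (264 cells, led by Il13 and Hs3st1) had one of 92.8% (89.0 to 95.6). Cluster 5 (451 cells, led by Ly6c2 and Klrd1) had one of 33.7% (29.3 to 38.3). Cluster 15 (130 cells, led by Pth and Chga) had one of 45.4% (36.6 to 54.3). No cluster was named as early progenitors or as double-negative cells of stages 2 and 3, so the share of those stages was not measured.

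Expression was then compared between the pools within each compartment. Epithelial and immune sums ran over classes whose shares differed between the pools. Among epithelial cells, cTECs were 21.6% in ORFTOC and 3.67% in FTOC. The ratios of these compartments therefore do not separate class shares from expression within a class. In epithelial cells (17081586 UMIs in ORFTOC and 12434715 in FTOC), Psmb11 (ENSMUSG00000072423) reached 212 CPM in ORFTOC (205 to 219) and 45.7 in FTOC (42 to 49.6), a log2 ratio of 2.21. Subtraction of the ambient profile moved it most, to 2.37. The other cTEC genes of the fixed list went both ways. Prss16 (ENSMUSG00000006179) had a log2 ratio of 1.49 and Ccl25 (ENSMUSG00000023235) one of 2.17, while Cxcl12 (ENSMUSG00000061353) had one of -1.26. Foxn1 (ENSMUSG00000002057) stood at 70.4 CPM in ORFTOC (66.5 to 74.5) and 64.0 in FTOC (59.6 to 68.6). For Dll4 the ratio was 1.15 (0.925 to 1.45), a difference within counting error. Aire was lower in ORFTOC, at 17.7 CPM against 47.4, a log2 ratio of -1.42. Aire mTECs were also a lower share of epithelial cells in ORFTOC, at 2.87% against 6.30%. The log2 ratio was 0.55 for Ccl21a, 0.96 for Krt5, 0.75 for Krt8, 0.43 for Il7 and 0.40 for Cdh1. The ratios of Tnfrsf11a (0.977), Ly6a (1.02) and Epcam (0.997) had intervals that held 1. The log2 ratio of H2-Aa was -0.05, and 0.015 when every cell had equal weight.

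The largest epithelial ratios belonged to Ccl11 (log2 4.06), Tbata (3.38), Saa3 (2.97), Pmepa1 (2.72) and Ifitm1 (2.69). Ccl11 reached 269 CPM in ORFTOC and 16.1 in FTOC. The smallest belonged to Trf (log2 -2.06), Utf1 (-1.82), Serpinf1 (-1.80), Nqo1 (-1.79) and Aqp3 (-1.68). Aqp3 reached 140 CPM in ORFTOC and 449 in FTOC. Cluster 3, which Aqp3 led, held 4.10% of ORFTOC and 27.9% of FTOC epithelial cells.

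In immune cells (21244506 UMIs in ORFTOC and 15787542 in FTOC), the largest ratios belonged to H2-M2 (log2 3.30), H2-Eb1 (2.48), H2-Ab1 (2.40), Cd74 (2.38) and Tgfbi (2.30). Macrophages and dendritic cells held between 85.0% (H2-Ab1) and 98.3% (H2-M2) of the immune UMIs of these genes. Where macrophages fell outside the immune compartment, under higher resolution, the log2 ratio of H2-M2 was 0.12 and that of Cd74 was 0.09, and those of H2-Eb1, H2-Ab1 and Tgfbi changed sign. The smallest ratios belonged to Mt3 (log2 -3.60), Chga (-2.89), Pth (-2.88), Ly6c2 (-1.76) and Rag1 (-1.42). Nearly all Pth UMIs (99.9%) came from 13 cells with at least 10 Pth UMIs, of which 11 were from FTOC, and these cells also held 92.3% of the Mt3 UMIs and 96.4% of the Chga UMIs. Without cell cycle regression the sign for Mt3 reversed, and the log2 ratio was -0.38 for Pth and -0.76 for Chga. Without cells that held a marker of another compartment the sign for Mt3 reversed as well, and the ratios were -0.46 and -0.90.

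Mesenchymal values rested on 55 FTOC cells (1014698 UMIs) and 204 ORFTOC cells (4517152 UMIs). Pdgfra stood at 298 CPM in ORFTOC (282 to 314) and 374 in FTOC (338 to 414). The log2 ratio was -0.98 for Pdgfrb, -1.17 for Fgf7, -2.44 for Fgf10 and 0.35 for Col1a1. The ratios of Igf1 (0.946) and Bmp4 (0.837) had intervals that held 1. The largest ratios belonged to Reg3g (log2 4.37), Bpifa1 (4.18), Nppc (2.40), Gxylt2 (2.32) and Mfap4 (2.0). Nppc fell to 1.29 with at least 1000 genes, and Mfap4 to 1.23 with within-pool doublets kept. Reg3g and Bpifa1 led the airway-like epithelial cluster and were in the ambient profile, at 100.4 and 2224 CPM, against 184 and 214 CPM in ORFTOC mesenchymal cells. Without the cells that held an epithelial or immune marker, the log2 ratio of Bpifa1 was -0.36 and that of Reg3g was 5.83. The smallest ratios belonged to Ccl5 (log2 -2.67), Vtn (-2.45), Abcc9 (-2.33), A2m (-2.33) and Rgs5 (-1.83).

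Sex-linked genes separated the pools. In immune cells Xist stood at 204 CPM in ORFTOC and 545 in FTOC, a log2 ratio of -1.41. Eif2s3y had 960 UMIs in ORFTOC immune cells and 4 in FTOC immune cells, and Ddx3y had 476 and 6. Kdm5d had 213 and 0, and Uty had 214 and 3. In epithelial cells Xist had a log2 ratio of -1.36, while Eif2s3y had 695 UMIs in ORFTOC and 0 in FTOC. In FTOC, 6 of 3128 immune cells held UMIs of the Y-linked genes without Xist (0.192%), against 947 of 2833 in ORFTOC (33.4%). In mesenchymal cells of FTOC 3 of 55 cells did. Every difference between the pools was thus confounded with this difference in sex-linked expression. Per the study's methods, the organoid TECs came from older embryos than the FTOC lobes and were grown as organoids before reaggregation. Epithelial differences were thus also confounded with donor age and the added culture.

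The study asked at which stage the TCR chains were rearranged. A productive TRB chain was found in 85.5% of cycling thymocytes (82.9 to 87.8), 84.4% of DP cells (82.8 to 85.9), 87.3% of selected cells (81.7 to 91.7) and 85.8% of mature SP cells (82.6 to 88.6). The cycling share moved most with 30 principal components, to 70.3%. A TRB with 1 or 2 TRA chains was found in 22.0% of cycling thymocytes (19.3 to 24.9), 30.4% of DP cells (28.5 to 32.3), 72.5% of selected cells (65.5 to 78.7) and 75.0% of mature SP cells (71.2 to 78.6). The mature SP share moved most under log-normalised counts, to 49.6%. The pools agreed within counting error in each of these classes. In DP cells both chains were found in 31.2% of ORFTOC cells (27.6 to 34.9) and 30.1% of FTOC cells (27.8 to 32.4). As background, 3.96% of epithelial cells held a TRB chain (3.18 to 4.87; median 12745 UMIs per cell, against 1634 in DP cells), and 1.57% held both. Of macrophages or monocytes, which should also lack the chain, 17.1% held a TRB chain (12.0 to 23.3; median 18702 UMIs). Among epithelial cells the share was 16.3% in early mTECs and 2.13% in the others. Within the cycling class, cluster 13 differed from clusters 6 and 10. Both chains were found in 59.1% of its cells (51.7 to 66.3), against 12.8% in cluster 6 and 9.75% in cluster 10. TRB chains were found in 2.55% of cluster 4 cells (1.40 to 4.23) and 3.79% of cluster 9 cells (1.83 to 6.86). These shares were no higher than that of all epithelial cells. Both lay above the 2.13% of epithelial cells other than early mTECs, but within counting error of it. TRB chains were found in 41.0% of cluster 5 cells (36.4 to 45.7) and in 40.0% of cluster 15 cells (31.5 to 49.0). Both chains were found in 20.8% of cluster 15 cells.

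**Figure D2:**
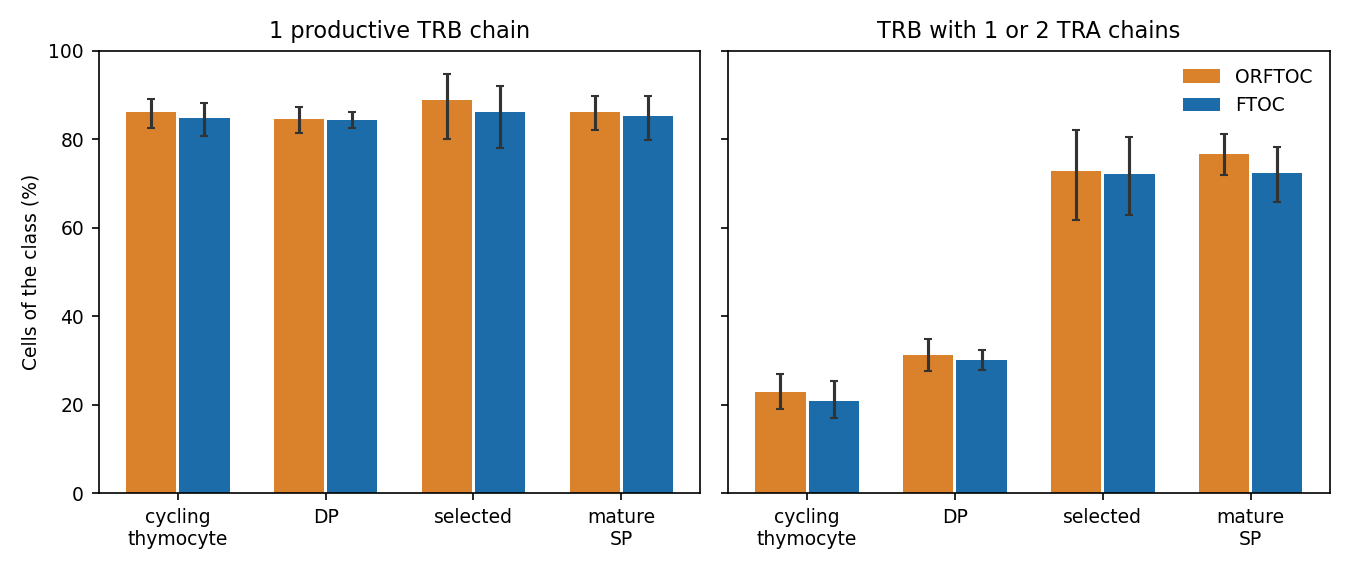
Bars give the percent of cells in each thymocyte class with 1 productive TRB chain (left) or with a TRB and 1 or 2 TRA chains (right), in ORFTOC and FTOC, with 95% Clopper-Pearson intervals. TRB shares were alike in all 4 classes, while cells with both chains rose from 30.4% of DP cells to 72.5% of selected cells over both pools.

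The study further asked whether cell division falls between the peaks of the recombination genes. Over both pools Rag1 stood at 175 CPM in cycling thymocytes (167 to 184), 1551 in DP cells (1513 to 1590), 76.6 in selected cells (53.6 to 106) and 9.36 in mature SP cells (6.71 to 12.7). Rag2 stood at 54.7, 235.6, 23.4 and 2.05 CPM in the same classes. Epithelial cells, which should lack both, held 9.28 and 1.25 CPM. Cdk1 stood at 323 CPM in cycling thymocytes (312 to 334), 6.78 in DP cells (4.46 to 9.86), 8.51 in selected cells (2.32 to 21.8) and 37.6 in mature SP cells (32.1 to 43.9). Between DP and cycling cells the log2 ratio was 3.15 for Rag1, 2.11 for Rag2 and -5.57 for Cdk1. Rag1 and Rag2 were on the marker list of DP cells and Cdk1 on that of cycling cells, so these directions were in part set by the naming. When the 7 genes compared between classes (Rag1, Rag2, Cdk1, Dntt, Ptcra, Cd4 and Cd8a) were left out of the lists, DP cluster 1 (995 cells) became unnamed, no other name changed, and the log2 ratios were 2.69, 1.87 and -5.15. The clusters themselves were still formed with these genes. The earlier peak of the Rag genes could not be examined, since no cluster was named as double-negative cells. With cells thinned to 1000 UMIs, Rag1 was detected in 71.5% of DP cells, 16.6% of cycling thymocytes and 0.967% of epithelial cells, and at full depth in 85.3%, 58.7% and 6.12%. Dntt stood at 1138 CPM in DP cells, 451 in cycling thymocytes, 149 in selected cells and 7.53 in mature SP cells. Ptcra stood at 110.4 in DP cells and 84.4 in cycling thymocytes. CPM values do not give UMIs per cell, since median depth was 1634 UMIs in DP cells and 10246 in cycling thymocytes. At full depth Ptcra was detected in 15.3% of DP cells and 36.3% of cycling thymocytes, and Rag2 in 32.9% and 36.98%. For Dntt these shares were 75.8% and 75.3%. After thinning, Rag2 was detected in 21.5% and 8.26%, and Dntt in 61.99% and 37.8%. For Ptcra the thinned intervals overlapped. Cd4 stood at 558 CPM in DP cells and 52.9 in mature SP cells, and Cd8a at 1902 and 297. Between pools, Rag1 in DP cells stood at 1514 CPM in ORFTOC (1443 to 1586) and 1566 in FTOC (1520 to 1613), a difference within counting error. In cycling thymocytes it was lower in ORFTOC, at 135 (126 to 144) against 244 (228 to 260). This log2 ratio was -0.86 and ran from -0.87 to -0.42 over the alternatives. The value of -0.42 was found with 30 principal components.

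The repertoire was compared between pools. ORFTOC immune cells held 1563 TRB chains and FTOC immune cells 2356, counted once per cell. In ORFTOC 41.1% of them were found in more than 1 cell (38.7 to 43.6), against 12.0% in FTOC (10.7 to 13.3). With contigs of at least 3 UMIs the values were 41.1% and 11.9%. When FTOC chains were drawn to the ORFTOC number in 100 draws, 8.62% were repeated on average, with 6.85% in the lowest and 10.4% in the highest draw. The most frequent TRB chain was found in 18 cells in ORFTOC and in 5 in FTOC. The share of repeated TRB chains in ORFTOC was 58.4% in cycling thymocytes (53.5 to 63.1), 46.3% in DP cells (42.05 to 50.6), 32.1% in selected cells (21.9 to 43.6) and 19.2% in mature SP cells (15.1 to 23.9). In FTOC it was 17.5%, 13.7%, 6.19% and 2.96%. TRA chains were repeated in 1.90% of 841 chains in ORFTOC (1.09 to 3.07) and 1.81% of 1104 chains in FTOC (1.11 to 2.78).

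**Figure D3:**
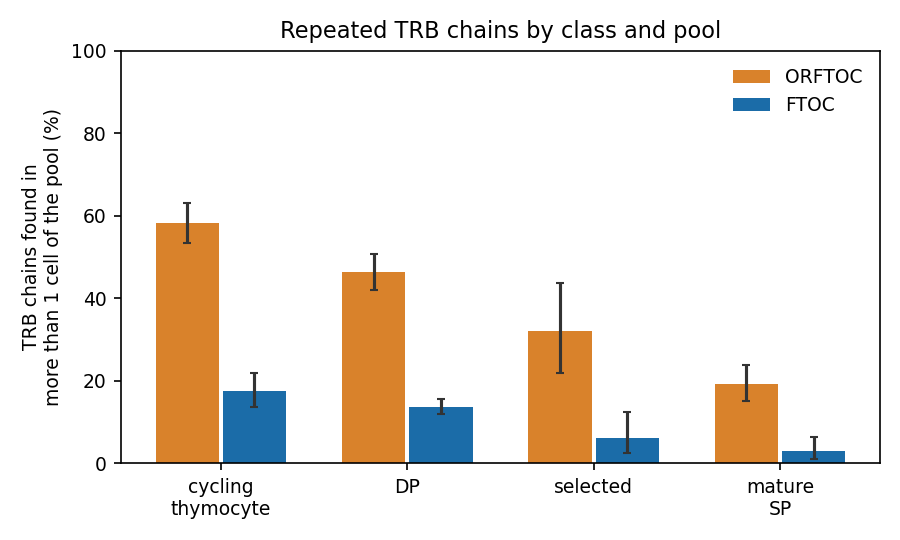
Bars give the percent of TRB chains of each thymocyte class that were found in more than 1 cell of the same pool, with 95% Clopper-Pearson intervals. In each class the ORFTOC share was above the FTOC share, from 58.4% against 17.5% in cycling thymocytes to 19.2% against 2.96% in mature SP cells.

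V gene use was compared for the 5 most used V genes of each chain. The most used TRBV name over both pools, TRBV12-2+TRBV13-2, made up 9.09% of ORFTOC TRB chains (7.71 to 10.6) and 9.51% of FTOC chains (8.35 to 10.8). TRBV5 made up 9.21% (7.82 to 10.8) and 7.34% (6.32 to 8.47). TRBV20 made up 7.55% (6.29 to 8.97) and 5.90% (4.98 to 6.93), TRBV1 6.65% and 7.85%, and TRBV16 6.59% and 6.88%. Each of the 5 most used TRAV genes (TRAV6-7-DV9, TRAV6D-6, TRAV13-1, TRAV21-DV12 and TRAV12-2) made up between 3.08% and 4.26% of the TRA chains of a pool. For each of these V genes the intervals of the pools overlapped, which does not exclude small differences. Repeated chains count each cell, so the chains of a pool were not independent.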

Values the study reported

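The study reported 3 main clusters of cells, which it called epithelial, immune and mesenchymal, and 7 main clusters among the epithelial cells.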

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

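No test reported in this part was chosen only after its result had been seen. The unfiltered list of TCR contigs, which no comparison above used, held 148 contigs of the TCR δ locus (TRD), of which 0 were productive. A TRD contig was found in 112 of 5961 immune cells, or 1.88% (1.55 to 2.26), a signal in data outside the comparisons. It was found in 3 of 2172 epithelial cells, or 0.138% (0.0285 to 0.403), so free transcripts shared by all droplets alike do not account for the immune share. γδ T cells as the only source of these contigs were argued against. TRD contigs were found in 0.971% of the γδ T class (0.118 to 3.46) and in 1.36% of DP cells (0.919 to 1.94), and in 2.15% of mature SP cells (1.12 to 3.73). The γδ T class held only 206 cells, and 2 of them had a contig, so a higher share in it than in DP cells is not excluded. Differences in depth between classes were not tested for these contigs. Whether they are nonproductive rearrangements of the δ locus in αβ lineage cells or assembly errors in the α locus, which surrounds it, stays open and was not tested.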

How the results depend on the processing

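The alternatives were chosen before the data were examined, except the naming of every cluster by its best-scoring class, the rule that left ties unnamed and the naming without the genes compared between thymocyte classes, which were chosen after the results had been seen. Over 16 alternatives, 153 results gave 1365 further values. Among values that answer a comparison, 288 stayed within the counting interval of the reported value, 66 left it with no called change of direction, and 6 changed direction. Among values of single genes and V genes, 818 stayed within it, 174 left it, and 13 changed the sign of a ratio whose reported log2 interval did not hold 0. Where the reported interval held 0 or the share of all assigned cells, the direction also changed for 2 values of the first kind and 54 of the second. The direction of an ORFTOC share is its side of the ORFTOC share of all assigned cells in the same setting. Shares below are ORFTOC shares unless chains are named. The cause of these changes was not tested, except where stated.

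The ORFTOC shares of DP cells (27.8 to 31.9% over the alternatives), airway-like cells (75.8 to 78.1%), cluster 4 (75.7 to 80.7%), cluster 9 (91.4 to 93.1%) and mesenchymal cells (73.1 to 84.5%) kept their direction wherever they could be computed, as did epithelial cluster 3 (5.73 to 20.8%). Ranges were wide for cTECs (45.3 to 89.9%), γδ T cells (36.0 to 75.0%), dendritic cells (52.8 to 92.6%) and early mTECs (41.9 to 65.6%).

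With at least 1000 genes, the share was 52.7% of assigned cells, 50.5% of immune cells, 73.1% of mesenchymal cells, 58.3% of early mTECs and 11.0% of epithelial cluster 3. TRB was found in 87.4% of DP cells, and both chains in 32.9% of DP and 29.8% of cycling cells. Between DP and cycling cells the log2 ratio was 3.25 for Rag1 and 2.32 for Rag2. Cdk1 in mature SP cells, with a log2 ratio of 0.56 between pools as reported, had one of -0.080. Other settings raised this Cdk1 ratio. It was 1.25 under the hashtag rule by ratio, 1.49 with within-pool doublets kept and 1.35 with 30 principal components.

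With a mitochondrial share up to 5%, the share of early mTECs was 54.8%, TRB was found in 86.1% of DP cells and both chains in 65.5% of selected cells.

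Under the hashtag rule by ratio, the share was 55.9% of assigned cells, 59.8% of epithelial, 52.8% of immune, 84.5% of mesenchymal, 31.9% of DP, 52.0% of selected and 85.3% of macrophage cells. For early mTECs it was 54.7%, now below that of all assigned cells.

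With within-pool doublets kept, the share was 58.5% of early mTECs and 9.32% of epithelial cluster 3. Both chains were found in 29.98% of cycling cells, and the log2 ratio between DP and cycling cells was 3.49 for Rag1 and 2.45 for Rag2. Scrublet gave 0 calls, so removing its calls would equal this setting, and it was not run.

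Under log-normalised counts the direction changed for cTECs (45.3%) and mature SP cells (43.7%). The share was 54.4% of early mTECs and 8.12% of epithelial cluster 3. In mature SP cells TRB was found in 64.0% and both chains in 49.6%. Cdk1 had a log2 ratio of -6.29 between DP and cycling cells and of -0.057 between pools in mature SP cells.

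Without cell cycle regression the share of early mTECs was 53.8%. TRB was found in 80.8% of cycling cells and both chains in 64.8% of selected cells. The log2 ratio between DP and cycling cells was 3.48 for Rag1 and 2.48 for Rag2. Between pools it was -0.32 for Cdk1 in mature SP cells and, in immune cells, 3.98 for Mt3, -0.38 for Pth and -0.76 for Chga.

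With 30 principal components the share of cycling cells was 47.3%, a change of direction, that of early mTECs 57.1% and that of immune cluster 5 40.8%. TRB was found in 70.3% and both chains in 19.0% of cycling cells. The log2 ratio between DP and cycling cells was 3.45 for Rag1, 2.44 for Rag2 and -3.64 for Cdk1. Between pools it was 0.16 for Ptcra in cycling cells (-0.29 as reported) and -1.53 for Tgfbi in immune cells.

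At higher resolution the share was 52.5% of early mTECs, 5.73% of epithelial cluster 3 and 75.7% of immune cluster 4. In mature SP cells TRB was found in 81.7% and both chains in 69.8%. Cdk1 had a log2 ratio of -4.75 between DP and cycling cells and of -0.56 between pools in mature SP cells. In immune cells the log2 ratio was -0.020 for H2-Eb1, -0.15 for H2-Ab1 and -1.58 for Tgfbi. In this setting and with 30 principal components no macrophages were named within the immune compartment, and macrophages and dendritic cells held 97.4% of the immune UMIs of Tgfbi in the reported setting.

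Without cells that held a marker of another compartment, the share was 53.7% of early mTECs, 20.8% of epithelial cluster 3 and 35.6% of selected cells, of which 58.4% held both chains. In mesenchymal cells the log2 ratio was -0.36 for Bpifa1, while for Reg3g it rose to 5.83. In immune cells it was 4.05 for Mt3, -0.46 for Pth and -0.90 for Chga.

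With any number of productive chains, TRB was found in 88.0% of cycling, 86.5% of DP, 94.2% of selected and 91.0% of mature SP cells. Both chains were found in 32.5% of DP, 79.4% of selected and 80.3% of mature SP cells. With contigs of at least 3 UMIs, both chains were found in 20.5% of DP, 64.6% of selected and 69.3% of mature SP cells. These follow from counting more or fewer contigs.

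When every cluster was named by its best-scoring class, direction changed for early mTECs (41.9%) and γδ T cells (75.0%), and the share was 40.7% of natural killer or innate lymphoid and 52.8% of dendritic cells, since unnamed clusters joined these classes. Leaving ties unnamed moved no share out of its interval. When clusters were named without the genes compared between thymocyte classes, the log2 ratio between DP and cycling cells was 2.69 for Rag1, 1.87 for Rag2 and -5.15 for Cdk1.

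When every cell had equal weight, H2-Aa in epithelial cells had a log2 ratio of 0.015. Of 68 ratios of named genes, 13 had no value after subtraction of the ambient profile, since the count of a pool fell to 0, and Bpifa1 in mesenchymal cells was among them. No sign changed among the others. Thinning lowered the shares of cells with a UMI, as in the values for Rag1 above. Epithelial cluster 1 had a counterpart (overlap of at least 0.5) only under the hashtag rule by ratio.

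Depth limits the DP class, whose median was 1634 UMIs per cell. In FTOC the 108 selected cells held 0 Cdk1 UMIs, for which the upper Poisson limit was 14.8 CPM. The tuft-like class held 25 cells and the dendritic class 29.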

Other observations

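In this part, the tests on the innate lymphoid lists, on TRB chains in early mTECs, on Pth, on male embryos for clusters 4 and 9, on Y-linked genes in FTOC cells, on TRB chains shared between the pools and on founder cells were chosen after the result had been seen. The tests on dissociation stress, the gene limit, low oxygen, male embryos for DP cells, added fibroblasts and duplicate barcodes were written before their results had been seen. The readings of the tests on dissociation stress, the gene limit, male embryos for DP cells and added fibroblasts were settled after their values had been seen, from other values as well.

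Immune clusters 4 and 9 came mostly from ORFTOC and held TRB chains in no larger a share of cells than the epithelium as a whole. For cluster 4, the ILC3-type list was raised over other immune cells by a mean log2 of 2.50 (9 of 9 genes raised), against 0.10 for the early progenitor list. Among its most abundant genes were Batf3 (215 against 14.1 CPM) and Tnfsf11 (194 against 16.1), while Ncr1 was near the level of other cells (5.02 against 4.47). For cluster 9, the ILC2-type list was raised by a mean log2 of 2.50 (9 of 9 genes raised), against -0.22 for the early progenitor list. Its most abundant genes were Gata3 (526 against 44.5), Rora (383 against 33.4) and Il2ra (129 against 49.4). Kit, from the progenitor list, was raised in both clusters (207 and 196 against 24.5 and 31.3), and Hhex (39.8 against 8.29) and Mef2c (15.8 against 7.33) in cluster 4, while Flt3 and Cd34 stood under 1 CPM. Of the 9 ILC3-type genes 4 were markers of another immune class, as was 1 of the 9 ILC2-type genes, and these lists were written after leading genes had been seen. Male embryos as the whole cause of the surplus in ORFTOC were argued against. The values that follow take Xist per female cell as equal in both pools, with no ambient Xist subtracted. The Xist ratios would put cluster 4 at 24.5% (21.5 to 27.8) of female ORFTOC immune cells, against 3.52% of FTOC immune cells. They would put cluster 9 at 11.3% (8.37 to 15.4), against 0.607%. The Y-linked share within ORFTOC was 21.6% in cluster 4 (19.0 to 24.4) and 41.2% in cluster 9 (36.6 to 45.9), against 30.02% in all immune cells. A male contribution to the surplus of cluster 9 therefore stays open. Intervals on Y-linked and Xist values count each UMI as independent, though the UMIs of a cell share its sex, so they are too narrow. Candidate explanations are thus innate lymphoid cells in both clusters, as a hypothesis. The lists were set only beside the early progenitor list. The best-scoring class of both clusters was γδ T (0.932 in cluster 4 and 0.726 in cluster 9), with none of its markers among their leading genes. Whether these were γδ T cells was not tested and stays open. Stress from dissociation of the ORFTOC tissue, which Fos and Jun among the leading genes of cluster 9 raised as a question, cannot be told apart. In DP cells the stress list had a median log2 ratio of 0.23, with 6 of 8 genes higher in ORFTOC and Nr4a1 of this list also a marker of the selected class. Fosb and Dusp1 of this list also led cluster 9.

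DP cells were a lower share of immune cells in ORFTOC. A larger loss of ORFTOC DP cells at the gene limit cannot be told apart. DP cells that passed it had a median of 1046 genes in ORFTOC and 1038 in FTOC, which does not show how many were removed, and with at least 1000 genes the ORFTOC share of DP cells was 27.8%. A lack of DP cells from male embryos, held by ORFTOC alone, was argued against as the whole cause. Within ORFTOC the Y-linked share of Y-linked plus Xist UMIs was 32.1% in DP cells (28.6 to 35.7) and 29.8% in other immune cells (28.6 to 31.0), within counting error. The Xist ratio of ORFTOC over FTOC was 0.527 in DP cells and 0.389 in other immune cells, which would leave DP cells at 28.0% (25.2 to 30.9) of female ORFTOC immune cells, against 50.3% in the female FTOC pool. This second figure was computed after the ratios had been seen and takes Xist per female cell as equal in both pools. No ambient Xist was subtracted for it. A smaller effect of sex is not excluded. The culture type itself stays open and untested, as does the time needed for reaggregation.

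FTOC immune and epithelial cells held almost no UMIs of Y-linked genes. Their CPM in FTOC immune cells was 0.939% of that in ORFTOC immune cells. This is consistent with lobes from female embryos. Some FTOC mesenchymal cells held Y-linked UMIs without Xist, 3 of 55 or 5.45% (1.14 to 15.1), against 0.192% of FTOC immune cells and 39.2% of ORFTOC mesenchymal cells. Whether these were ORFTOC cells given to FTOC by hashtag cannot be told apart, with 3 cells, from male cells in the lobes. For other surpluses in ORFTOC, the Y-linked share within ORFTOC was 28.5% in airway-like cells (25.8 to 31.3), 30.9% in early mTECs (27.5 to 34.4) and 38.4% in cTECs (35.5 to 41.4), against 33.0% in all epithelial cells (31.6 to 34.4). It was 28.6% in macrophages (24.7 to 32.6) and 37.3% in mature SP cells (33.7 to 41.1), against 30.02% in all immune cells (28.9 to 31.2). As above, these intervals count UMIs rather than cells and are too narrow. A surplus from male embryos alone would leave these populations as rare among female ORFTOC cells as in FTOC. The Xist ratios would put airway-like cells at 27.2% (24.1 to 30.5) of female ORFTOC epithelial cells, against 10.7% in FTOC, cTECs at 21.1% (17.997 to 24.7) against 3.67%, early mTECs at 16.8% (14.6 to 19.4) against 10.6%, macrophages at 4.65% (3.83 to 5.64) of immune cells against 1.37%, and mature SP cells at 13.9% (12.0 to 16.0) against 6.94%. These values take Xist per female cell as equal in both pools, and a smaller effect of sex is not excluded. No ambient Xist was subtracted for them. That subtraction moved the log2 Xist ratio from -1.41 to -1.62 in immune cells and from -1.36 to -1.66 in epithelial cells. The implied shares were not recomputed with it. For gene ratios, sex and culture type were not separated here. In epithelial cells, the age of the donor embryos and the earlier organoid culture were not separated either.

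Mesenchymal cells were a larger share of ORFTOC, to which fibroblasts had been added. Whether the surplus came from these fibroblasts cannot be told apart by sex. The Y-linked share was 28.2% in ORFTOC mesenchymal cells (25.4 to 31.1) and 30.02% in ORFTOC immune cells (28.9 to 31.2), while the Xist ratio was 0.536 and 0.375. The fibroblasts and the thymus cells may have had a like sex makeup.

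TRB chains were found in 16.3% of early mTECs (12.3 to 21.1), against 2.13% of other epithelial cells, which argues against free transcripts shared alike by all droplets. Early mTECs with a TRB chain held 3.99 times the share of UMIs from immune marker genes (3.77 to 4.23) of those without one. Droplets that held a thymocyte beside the epithelial cell may therefore account for these chains, and they may remain among the 294 cells of the class. Adherent thymocyte fragments would give the same values and were not tested.

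Epithelial cluster 3, led by Aqp3, Igfbp2 and Ndufa4l2 among others, came mostly from FTOC. The DP cells did not show a shift of the low oxygen list as large as that of the epithelial cells. They cannot tell whether low oxygen in the lobes reached every cell type. In DP cells the low oxygen list had a median log2 ratio of -0.023 with 6 of 9 genes lower in ORFTOC, so its genes went both ways. In epithelial cells the median was -0.83 with 8 of 10 genes lower in ORFTOC. Low oxygen with a weaker response in DP cells, low oxygen confined to the epithelium, and a cell type more frequent in the lobes stay open.

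Immune cluster 15 was led by Pth. After thinning, Pth was found in 10.9% of its cells (6.06 to 17.5) and in 0.43% of DP cells, which argues against free RNA as the source in that cluster. Of its 130 cells, 13 held at least 10 Pth UMIs, 11 of them from FTOC. Over the cluster Pth reached 38143 and Chga 23667 CPM, with Gcm2 at 86.5 and Casr at 20.4, against 0 UMIs of both in other immune cells. Productive TRB chains were found in 40.0% of the 130 cells, so the cluster was mixed. Parathyroid cells carried along with the lobes may have been the source of the 13 cells, as a hypothesis, since Pth and Chga were seen before the list was written. No other origin of these cells was tested.

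TRB chains were found in more than 1 cell more often in ORFTOC than in FTOC. Of the 229 repeated ORFTOC chains, 3 were also found in FTOC cells of the same lane (1.31%), which argues against free transcripts spread between droplets. Of 137 pairs of ORFTOC cells with the same TRB chain and a TRA chain in each, 136 held different TRA chains (99.3%, 96.0 to 99.98), which argues against single cells counted under several barcodes. The pairs came from 56 chains and were not independent, as the interval takes them to be. In FTOC 19 of 22 such pairs held different TRA chains (86.4%, 65.1 to 97.1). TRA chains were repeated in 1.90% of ORFTOC and 1.81% of FTOC chains. These values are consistent with fewer founder cells in ORFTOC that divided after TRB and before TRA rearrangement. More rounds of division from as many founders would give the same pattern and were not tested. The lower repeat share in mature SP than in cycling cells, in both pools, was not explained by any test here.

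Cells with both chains in cycling cluster 13 (59.1%) were as frequent as in no other cycling cluster. Whether they were mature cells in division or doublets was not tested.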
